A study of Mus musculus with 6 samples. Its data were reported in "CREB regulates Foxp3+ST-2+ TREGS with enhanced IL-10 production" (2025).

How the data were processed

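The series measured RNA in CD4+CD25+Nrp1+ regulatory T cells (Tregs) from the spleens of 6 untreated male mice, 3 labelled CREB-KO and 3 labelled CREB-WT. The CREB-KO mice carry loxP-flanked Creb1 alleles and Cre recombinase expressed from the Foxp3 locus, so that Creb1 is deleted in cells that express Foxp3. Per the paper's methods the controls were CREB-floxed mice without Cre, whereas the labels call them WT. In every difference between the groups the Cre allele thus goes along with the loss of CREB. Cells were enriched with magnetic beads and then sorted by flow cytometry. The labels name a separate individual for each array, so the replicates are animals. Groups were taken from the genotype in the labels.

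The values used here are log2 expression values that the authors deposited, 1 value per transcript cluster and array. Per the submitters' processing notes and the paper's methods they were made with RMA, which corrects background, normalizes the arrays to each other and summarises the probes of a cluster. The version of RMA is not given in the sources used here. The sources differ on the platform: the design text names an Affymetrix mouse transcriptome array with clusters for coding and non-coding transcripts, and the paper's text names other Affymetrix arrays. They also differ on the amount of input RNA and the labelling kit. The deposited table holds 65956 clusters on 6 arrays, with values from 1.52 to 19.93. On at least 1 array 1082 clusters lay above 16, the log2 ceiling of a 16-bit scanner, so the scale is not that of plain scanner brightness and what set it is not given in the sources used here. On all arrays 42 clusters lay within 0.1 of the highest value. A difference of 1 is read as a 2-fold difference throughout, which holds only if the deposited scale is a true log2 scale. For arrays, the number of arrays limits the precision, and signals near the bottom of the range carry little information on differences.

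Genes were named through the platform annotation given for the clusters. Exactly 1 gene symbol was given for 30604 clusters, several for 2146 and none for 33206, and no gene was named from a cluster with several. Entrez identifiers of 22818 clusters matched RefSeq (assembly GRCm38.p6), and 827 symbols were updated. For each of the 30142 genes with a cluster of its own, the cluster with the highest mean over the 6 arrays was used; 355 genes had more than 1 such cluster. Foxp3, Gata3 and Nrp1 lie on clusters with several genes, and Il1rl1 and Lyn are unnamed here, so these genes are not analysed here. The genome build of the array is not given in the sources used here, so RefSeq was used only for names and for which genes neighbour each other.

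CREB-KO was compared with CREB-WT by limma (version 3.58.1, R 4.3.3): a linear model per cluster or gene on the deposited values as given, with no further normalization or filter, and empirical Bayes moderated statistics with the default prior, two-sided. Adjusted p-values are Benjamini-Hochberg values over all clusters or all genes from limma, and an unadjusted p is limma's as well. The study called transcripts regulated at a fold of 1.5 and an unadjusted p of 0.05, and counts at these limits are given as past the study thresholds. Differences are CREB-KO minus CREB-WT on the log2 scale with the standard error (SE), and group values are means with the standard deviation (SD) over 3 arrays. An exact permutation test of 3 against 3 arrays cannot give a p below 0.10.

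Before the data were examined, 35 gene lists were fixed, and 34 with at least 5 measured members were tested; of the mitochondrially encoded genes 2 were measured, and that list was not tested. The lists were tested against all other genes by limma's camera with a preset inter-gene correlation of 0.01, and again with the correlation estimated from the data, with fry, which tests a list on its own for movement one way or, in its mixed form, either way, and with Fisher's exact test for the overlap with genes past the study thresholds. Each was adjusted by Benjamini-Hochberg over the 34 lists. Genes within 10 Mb of Creb1 and of Foxp3 were tested in the same way as a list. The genes named in the text were set by a rule fixed at the same time: genes that the study names, the 10 largest differences in each direction among genes past the study thresholds whose groups did not overlap and whose mean was above the median gene (predicted models and small RNAs left out), and from each list the 4 members with the smallest p and any member past the study thresholds.

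The scripts were tested on simulated data with the means and SDs of the 30142 genes, each gene drawn independently of the others. Of 50 genes changed 1.5-fold, limma called 8% at an adjusted p of 0.05, and of 50 genes each changed 2-fold, 4-fold and 8-fold it called 52%, 78% and 86%, with 6 false calls. At the study thresholds 456 unchanged genes were called.

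The alternatives were the replicate number as a block, each array left out in turn, a further quantile normalization, centring of each array on its median, only clusters or genes above the median mean, only clusters with 1 gene, an intensity trend with a robust prior, array weights, the methods' t-test (equal variances), the mean of all clusters of a gene, the other list tests, and windows of 5 and 20 Mb. Added after the data were seen were a covariate, the mean of the macrophage and monocyte list on each array, and a fit without both arrays numbered 1, which had the highest level of that list within their groups.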

Results

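Splenic CD4+CD25+Nrp1+ Tregs, a gate that enriches thymus-derived regulatory T cells, were profiled on 6 arrays, 3 from mice labelled CREB-KO and 3 from mice labelled CREB-WT. The median of all clusters lay between 4.55 and 4.58 (log2) on the CREB-KO arrays and between 4.48 and 4.53 on the CREB-WT arrays. Correlations between arrays over all clusters ran from 0.980 to 0.988 and did not group the arrays by genotype. The first principal component held 29.6% of the variance, with CREB-KO replicate 1 and CREB-WT replicate 1 at one end, and did not separate the genotypes. On the second, with 21.6%, the CREB-KO arrays lay between -4.88 and 76.2 and the CREB-WT arrays between -50.6 and -10.2.

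The signal of Creb1, the targeted gene (cluster TC0100000535.mm.1), was higher on the arrays labelled CREB-KO. It was 14.10, 14.39 and 14.79 on these arrays and 13.30, 13.94 and 13.34 on the arrays labelled CREB-WT. The difference was 0.90 ± 0.24 (SE), with an unadjusted p of 0.00934 and an adjusted p of 0.849 in limma. This goes against the labels. The cluster's value pools probes over the transcript, and which probes lie in the deleted exons is not known here; probes outside the deleted part would not report the deletion, so Creb1 does not check the labels, and every direction below is that between the arrays as labelled.

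The study ran these arrays to ask why Tregs lacking CREB remain suppressive with less Foxp3, and then turned to IL-10 and type 2 cytokines. Il10, which encodes an immunosuppressive cytokine, was 9.57 ± 0.73 (SD) on the CREB-KO and 7.50 ± 0.20 on the CREB-WT arrays, a difference of 2.07 ± 0.36 (SE; unadjusted p 0.001, adjusted p 0.849 in limma; cluster TC0100001167.mm.1). Il13, a type 2 cytokine, was 6.74 ± 0.27 and 4.90 ± 0.45, a difference of 1.84 ± 0.26 (unadjusted p 0.000286, adjusted p 0.849; cluster TC1100002738.mm.1). All 3 CREB-KO arrays lay above all 3 CREB-WT arrays for both genes, and both were past the study thresholds under each of the 16 alternatives run for genes. Il4 was higher by 0.73 ± 0.21 at a low level (5.05 against 4.33; adjusted p 0.855), and it was no longer past the study thresholds without CREB-KO replicate 3 (0.57) or, in a fit added after the data were seen, without both arrays numbered 1 (0.62). Il5 differed by 0.09 ± 0.12 (adjusted p 0.937). Of 20 measured type 2 cytokine and Th2 genes, 3 were higher (Il10, Il13 and Il4) and 1 lower at the study thresholds; Ccr4, a chemokine receptor of Th2 cells and Tregs, was lower, at a difference of -1.18 on the log2 scale. The shift of the list against other genes did not pass (camera adjusted p 0.465), while its overlap with genes past the study thresholds had a Fisher adjusted p of 0.00278. Without CREB-KO replicate 3, 0 lists passed Fisher's exact test, and with the methods' t-test 2 did. Adjusted over the list alone, 2 members passed, and over all genes 0. The study named several of these genes from these arrays, so neither the direction nor the overlap of the list is independent evidence. The same holds for the calls adjusted over the list alone. Il1rl1, Gata3 and Areg are not among the 20 measured genes.

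**Figure D1:**
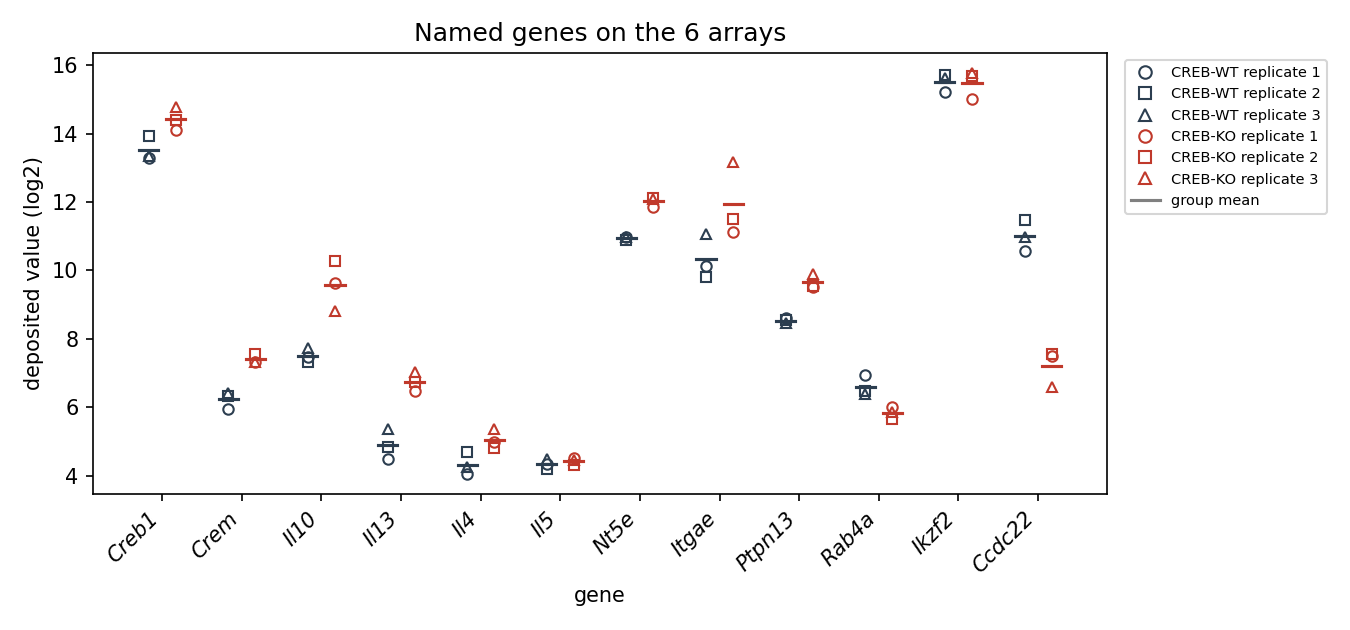
Deposited log2 values (vertical axis) of 12 genes (horizontal axis) on the 6 arrays; points are arrays, with the replicate number given by the symbol, and bars are group means. Il10, Il13, Crem, Nt5e and Ptpn13 lie higher and Ccdc22 lower on all 3 CREB-KO arrays, while Ikzf2 and Il5 overlap.

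Among genes of the CREB family, Crem, which encodes a cAMP-responsive relative of CREB, was higher by 1.17 ± 0.15 (7.41 against 6.24; unadjusted p 0.000204, adjusted p 0.849 in limma). Of 29 measured CREB/ATF and AP-1-like genes, 2 (Creb1 and Crem) were higher and 0 lower at the study thresholds (camera adjusted p 0.465). Of 30 classical cAMP-response-element target genes, 1 was higher (Crem) and 2 were lower: Nr4a3, an orphan nuclear receptor, at -0.95 ± 0.23 and Rgs2, a regulator of G protein signalling, at -0.62 ± 0.22. On leaving out 1 array the call ended for Rgs2 without CREB-KO replicates 2 or 3 or CREB-WT replicates 1 or 3 (-0.64, -0.41, -0.55 and -0.59). A shift of this list one way did not pass (camera adjusted p 0.804), and the mixed form of fry, which tests for movement either way, gave an adjusted p of 0.0129.

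Genes that mark Tregs lay on both sides of 0. Nt5e, which encodes the ectonucleotidase CD73, was higher by 1.07 ± 0.11 (12.02 against 10.96; unadjusted p 4.81e-05, adjusted p 0.724), and Itgae, the integrin subunit CD103, by 1.60 ± 0.59. Itgae was no longer past the study thresholds without CREB-KO replicate 3 (0.98, unadjusted limma p 0.0528) or with the macrophage list as a covariate, added after the data were seen (0.92), and, at a size closer to that over all arrays, without CREB-WT replicate 1 (1.501, p 0.0865) or CREB-WT replicate 2 (1.35, p 0.102). With the methods' t-test, which leaves the difference at 1.60, the call for Itgae ended as well. Ikzf2, which encodes the Treg transcription factor Helios, differed by -0.03 ± 0.24, Ctla4 by 0.17 ± 0.19 and Il2ra, which encodes CD25, by -0.45 ± 0.18. Of 30 measured core signature genes, 3 were higher (Nt5e, Itgae and Cd83) and 2 lower (Swap70 and S100a4) at the study thresholds, with a camera adjusted p of 0.863 and a Fisher adjusted p of 0.0017. The other cluster of Cd83 was higher by 0.54 (unadjusted limma p 0.0371), short of the fold limit. Of 30 genes of ST2+ tissue Tregs, 3 were higher (Il10, Itgae and Ptpn13) and 1 lower (Rab4a), with a camera adjusted p of 0.465 and a Fisher adjusted p of 0.00713. Ptpn13 was higher by 1.11 ± 0.14 and Rab4a lower, at a difference of -0.77 ± 0.18. The study itself reported Il10, Ptpn13 and Rab4a from these arrays, so neither the direction nor the overlap of this list is independent evidence. Il1rl1, the gene of ST2 itself, and Gata3, Areg and Lyn are not among the 30 genes. Id2 was higher by 0.69 ± 0.29 with an unadjusted limma p of 0.0539, and was past the study thresholds without CREB-KO replicate 2 (0.88) or CREB-WT replicate 1 (0.96), without both arrays numbered 1 (0.77) and with the macrophage covariate (0.98). Of 30 effector Treg genes, 2 were higher and 2 lower (camera adjusted p 0.465, Fisher adjusted p 0.00713). The overlap calls of the core, ST2+ and effector lists ended without CREB-KO replicate 3, where 0 lists passed. Of 20 genes of resting or central Tregs, 16 lay below 0 and 1, the transcription factor Klf2 (-0.68 ± 0.25), was past the study thresholds; the list was lower with a camera adjusted p of 0.002, and adjusted p = 0.828 with an estimated correlation. That call ended without CREB-KO replicate 3 and without CREB-WT replicate 3, where the mean shift against other genes went from -0.22 to -0.13 (adjusted p 0.0592) and -0.11 (0.108). On leaving out 1 array the calls ended for Cd83 without CREB-KO replicates 2 or 3 or CREB-WT replicates 2 or 3 (0.83, 0.61, 0.72 and 0.87), Swap70 without CREB-KO replicates 1 or 3 or CREB-WT replicates 1 or 3 (-0.68, -0.52, -0.69 and -0.53), S100a4 without CREB-KO replicates 1 or 2 or CREB-WT replicates 1 or 3 (-0.68, -0.90, -0.88 and -0.74) and Klf2 without CREB-KO replicate 3 or CREB-WT replicates 1 or 3 (-0.54, -0.59 and -0.53).

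Genes of follicular helper T cells were the 1 list that was higher. Of 14 measured, 13 lay above 0 and 3 were higher at the study thresholds: Btla by 0.70 ± 0.14, Slamf6 by 0.65 ± 0.15 and Cd40lg by 0.85 ± 0.27. The camera adjusted p was 0.00298, and adjusted p = 0.828 with an estimated correlation; without CREB-KO replicate 3 the mean shift against other genes went from 0.32 to 0.14 (adjusted p 0.126), and with the macrophage list as a covariate, added after the data were seen, to 0.13 (0.19). Calls of single genes ended on leaving out 1 array for Slamf6 without CREB-KO replicate 1 or CREB-WT replicate 3 (0.55 and 0.57), Cd40lg without CREB-KO replicates 1 or 3 or CREB-WT replicate 2 (0.75, 0.71 and 0.64) and Il6ra without CREB-KO replicate 3 or CREB-WT replicate 1 (-0.63 and -0.47). Adjusted over the list alone, 2 members passed, and over all genes 0. Th1 genes (21 measured, 0 past the study thresholds, camera adjusted p 0.686), Th17 genes (18 measured, Il6ra lower, adjusted p 0.719) and conventional CD4 T cell genes (14 measured, 1 higher and 1 lower, adjusted p 0.846) did not pass.

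The 10 largest higher genes of the naming rule were Il10, Il13, Rmrp, Olfr99, Itgae, Nanos1, Trav4-2, Naip5, Sap30 and Gpr15, with differences from 1.29 (Gpr15) to 2.07 (Il10). The 10 largest lower genes were Ccdc22, Ighv1-2, Laptm4b, Cd72, Cd24a, Ndrg2, Ighv6-3, Mid1, Igsf23 and Scpep1. Ccdc22, which encodes a protein of the endosomal COMMD/CCDC22/CCDC93 complex, had the smallest p of all genes: it was 7.22 ± 0.54 on the CREB-KO and 11.01 ± 0.45 on the CREB-WT arrays, a difference of -3.79 ± 0.33 (unadjusted p 2.04e-05, adjusted p 0.615; cluster TC0X00003412.mm.1). The other 9 lay between -1.69 (Ighv1-2) and -1.33 (Scpep1). For Mid1 the other cluster of the gene differed by -0.14 (unadjusted p 0.283), so its clusters differ. Besides Itgae, calls among these genes ended for Rmrp without CREB-KO replicate 2 (1.37), Nanos1 without CREB-WT replicates 1 or 2 (1.46 and 1.46), Sap30 without CREB-KO replicates 1 or 2 (1.16 and 1.45) and Mid1 without CREB-KO replicates 2 or 3 or CREB-WT replicates 1 or 3 (-1.01, -1.55, -0.86 and -1.62). Nanos1 stayed past the study thresholds at 0.996 without CREB-KO replicate 1, and Sap30 at 0.83 without CREB-WT replicate 2. Immunoglobulin and T cell receptor variable segments have near-identical copies, which leaves Ighv1-2, Ighv6-3 and Trav4-2 uncertain.

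Ccdc22 is the immediate neighbour of Foxp3 in RefSeq GRCm38.p6. Ppp1r3f, the neighbour on the other side, singled out after its values were seen, was lower, at a difference of -0.61 ± 0.18 (7.27 against 7.88; unadjusted p 0.0147, adjusted p 0.855). It fell short of the fold limit without CREB-KO replicates 1 or 3 (-0.56 and -0.56) or CREB-WT replicates 2 or 3 (-0.56 and -0.50). The 8 measured genes at the next 4 places on either side differed by -0.072 to 0.14. Ccnb3, Akap4, Cacna1f and Syp among them lay below the median gene level of 4.79 in both groups. The 212 genes within 10 Mb of Foxp3 did not pass as a group (camera p 0.191), nor did the 209 within 10 Mb of Creb1 (camera p 0.528).

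**Figure D2:**
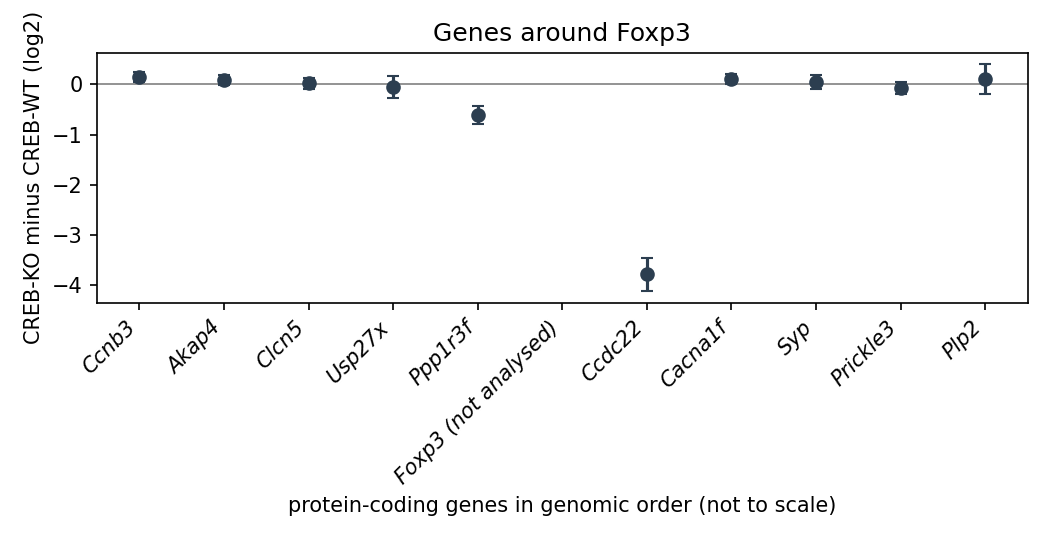
Difference between CREB-KO and CREB-WT arrays (log2, vertical axis) for the 5 protein-coding genes on either side of Foxp3, in genomic order (horizontal axis), with the place of Foxp3, not analysed here, left without a point; points are limma estimates and bars their SE. Ccdc22 (-3.79) and Ppp1r3f (-0.61) lie below the other genes.

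Markers of antigen-presenting cells were lower on the CREB-KO arrays by the preset-correlation test. Of 26 macrophage and monocyte markers 22 lay below 0, and 0 were past the study thresholds (camera adjusted p 8.93e-05, and adjusted p = 0.828 with an estimated correlation). The list's level spread widely and the groups overlapped: relative to each gene's mean it was 0.67, -0.55 and -1.26 on the CREB-KO and 1.02, 0.48 and -0.37 on the CREB-WT arrays. Of 22 B cell markers 17 lay below 0 and 2 were lower at the study thresholds, Cd72 at -1.52 ± 0.42 and Fcmr at -0.69 ± 0.22 (camera adjusted p 0.000959, and adjusted p = 0.769 with an estimated correlation). Of 13 MHC class II presentation genes 3 were lower, among them H2-Ob at -1.14 ± 0.18 and H2-Aa at -1.05 ± 0.40. The 1 higher gene was Cd83, by 0.86 ± 0.29, with its other cluster at 0.54, short of the fold limit. For the MHC class II list the camera adjusted p was 0.0193, and adjusted p = 0.828 with an estimated correlation. That call ended at a shift much like the -0.30 over all arrays without CREB-KO replicate 1 (-0.31, adjusted p 0.0914) or CREB-KO replicate 3 (-0.30, 0.0592), and at a smaller one without CREB-WT replicate 1 (-0.11, 0.194). Of 20 dendritic cell markers 1, Itgax, was lower (camera adjusted p 0.00298, and adjusted p = 0.828 with an estimated correlation), and the call ended without CREB-KO replicate 2 or CREB-WT replicate 1, where the shift went from -0.25 to -0.17 (adjusted p 0.0758) and -0.15 (0.113). Calls of single genes ended on leaving out 1 array for Fcmr without CREB-KO replicate 3 or CREB-WT replicate 3 (-0.60 and -0.45), H2-Aa without CREB-KO replicates 2 or 3 or CREB-WT replicates 1 or 2 (-0.91, -0.995, -0.64 and -1.12), Cd83 without CREB-KO replicates 2 or 3 or CREB-WT replicates 2 or 3 (0.83, 0.61, 0.72 and 0.87) and Itgax without CREB-KO replicates 1, 2 or 3 or CREB-WT replicates 1 or 2 (-0.66, -0.46, -0.63, -0.38 and -0.58). Markers of CD8 T and NK cells (camera adjusted p 0.109), plasma cells (0.723), neutrophils, mast cells and basophils (0.846), group 2 innate lymphoid cells (0.723) and erythroid cells and platelets (0.897) did not pass.

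**Figure D3:**
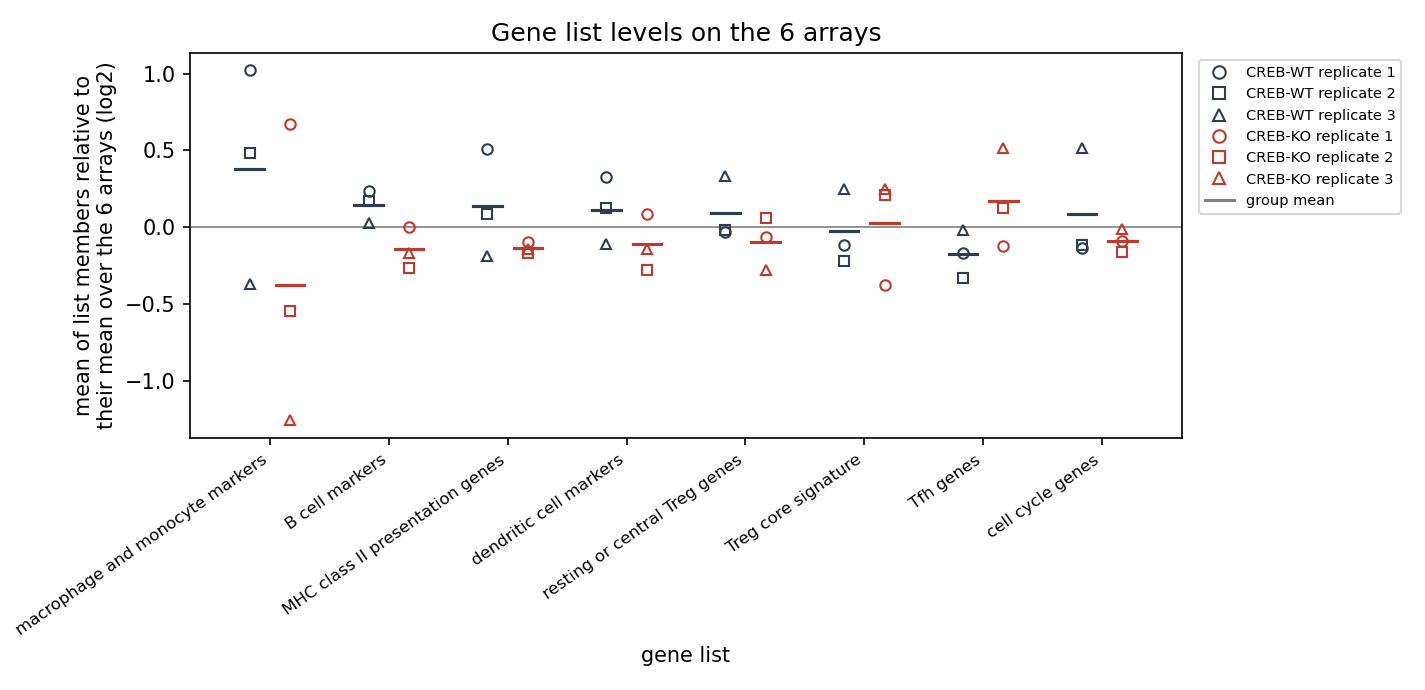
Mean of a list's measured members relative to their mean over the 6 arrays (log2, vertical axis) for 8 gene lists (horizontal axis); points are arrays and bars group means. The macrophage and monocyte list spans -1.26 to 1.02 with overlapping groups, and CREB-WT replicate 3 stands highest for cell cycle genes at 0.51.

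Further lists were lower by the preset-correlation test, and each of these calls ended without CREB-WT replicate 3. Of 38 cell cycle genes 27 lay below 0 and 1, Ccne1 (6.15 against 7.15), was past the study thresholds (camera adjusted p 0.002, and adjusted p = 0.889 with an estimated correlation); without CREB-WT replicate 3 the mean shift went from -0.20 to 0.0011. Of 18 replication-dependent histone genes 1, H1f1 (-0.88 ± 0.31), was lower (adjusted p 0.042, and adjusted p = 0.889 with an estimated correlation), and the mean shift went from -0.19 to 0.0075 without that array; the call also ended without CREB-KO replicate 1 (-0.076) or CREB-KO replicate 3 (-0.22). Of 32 interferon-stimulated genes 1, Slfn5 (-0.67 ± 0.23), was lower (adjusted p 0.0193, and adjusted p = 0.828 with an estimated correlation), with a shift of -0.033 without that array, and the call also ended without CREB-KO replicate 2 (-0.12). Of 18 cholesterol biosynthesis genes 1, Mvd (-0.63 ± 0.15), was lower (adjusted p 0.0277, and adjusted p = 0.889 with an estimated correlation), with a shift of -0.021 without that array, and the call also ended without CREB-KO replicate 1 (-0.024) or CREB-KO replicate 3 (-0.14). Of 45 lysosome genes 2, Acp2 (-0.77 ± 0.19) and Gaa (-0.59 ± 0.14), were lower (adjusted p 0.00298, and adjusted p = 0.828 with an estimated correlation), and from a shift of -0.19 the call ended without CREB-KO replicate 1 (-0.19, adjusted p 0.0714), CREB-KO replicate 3 (-0.13, 0.0592) or CREB-WT replicate 3 (-0.18, 0.134). Among the single genes, calls ended on leaving out 1 array for Ccne1 without CREB-KO replicate 1 (-0.83), H1f1 without CREB-KO replicate 2 or CREB-WT replicates 1 or 3 (-0.57, -0.70 and -0.94), Slfn5 without CREB-KO replicates 1 or 3 or CREB-WT replicates 1 or 3 (-0.46, -0.69, -0.64 and -0.58), Mvd without CREB-KO replicates 1 or 3 (-0.55 and -0.57) and Gaa without CREB-KO replicate 2 or CREB-WT replicates 1 or 3 (-0.58, -0.52 and -0.53).

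The remaining lists did not pass camera. The adjusted p was 0.0687 for IL-2 and STAT5 response genes, of which Pim1 (-0.86 ± 0.19) and Osm were lower. For IL-33 and NF-kB pathway genes, measured without the ST2 gene Il1rl1, it was 0.16, and Irak3 (-0.84 ± 0.15) was lower. It was 0.771 for T cell receptor signalling genes, of which Zap70 (0.83 ± 0.24) was higher, 0.723 for immediate-early and heat-shock genes, of which Ier5 (0.78 ± 0.25) was higher, and 0.465 for circadian clock genes, of which Cry1 (-0.95 ± 0.25) was lower. It was 0.846 for unfolded protein and amino-acid stress genes, of which Sdf2l1 (-0.67 ± 0.21) was lower, 0.804 for oxidative phosphorylation genes, 0.804 for glycolysis genes and 0.465 for cytosolic ribosomal protein genes, with 0 members past the study thresholds in the last 3. Calls of these genes ended on leaving out 1 array for Osm without CREB-KO replicates 2 or 3 or CREB-WT replicates 1 or 2 (-0.66, -0.54, -0.71 and -0.44), Ier5 without CREB-KO replicate 2 or CREB-WT replicate 2 (0.67 and 0.52) and Sdf2l1 without CREB-KO replicates 2 or 3 or CREB-WT replicate 3 (-0.58, -0.60 and -0.49). Adjusted over the list alone, 3 members passed in the ST2+ tissue Treg list, 2 in the MHC class II list, 1 each in the CREB/ATF, cAMP target, Treg core, innate lymphoid and IL-33 lists, and 0 in the other lists not given above, against 0 in each over all genes. In all, camera passed 11 of 34 lists, 1 higher and 10 lower. With an estimated correlation 0 lists passed (lowest adjusted p 0.769), with fry 0 (lowest 0.886), with the mixed form of fry 8, and by Fisher's exact test 6. Calls of the ST2+, type 2 and CREB/ATF lists are not independent evidence, since genes the study named from these arrays were put in them. Without CREB-KO replicate 3 camera passed 5 lists and Fisher's exact test 0, and without CREB-WT replicate 3 camera passed 6. Camera passed 7 lists with each array centred on its median, where the MHC class II, interferon, cholesterol and histone lists no longer passed. With the macrophage covariate the follicular helper (0.13), MHC class II (-0.16), dendritic cell (-0.11) and macrophage (-0.030) lists no longer passed, the last by construction, and 5 lists newly passed, all lower: effector Treg (-0.30), IL-2 and STAT5 (-0.25), Treg core (-0.22, from 0.027), IL-33 and NF-kB (-0.17) and glycolysis (-0.14, from 0.0052). For 12 lists in the main fit, none of which passed camera there, the median, the mean and the direction of the test differed in sign.

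No gene passed an adjusted p of 0.05 in limma; the lowest adjusted p was 0.615, 1699 of 30142 genes (5.64%) had an unadjusted p under 0.05, and the methods' t-test also passed 0 genes. At the study thresholds 275 genes were higher and 202 lower on the arrays labelled CREB-KO. The 3 arrays of one group lay entirely above or below the other group for 3493 genes (11.6%, where chance gives 10%).

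Over all 65956 clusters, with or without a gene name, 0 passed an adjusted p of 0.05 in limma (lowest 0.511), 3689 had an unadjusted p under 0.05, and the methods' t-test also passed 0 (lowest 0.12). At the study thresholds 1067 clusters were higher and 480 lower, so 69.0% were higher; with each array centred on its median the split was 798 against 677 (54.1% higher). For genes 57.7% were higher as deposited and 38.9% after that centring, so the balance of higher and lower calls depended on the scaling. Without CREB-KO replicate 1 the gene counts were 446 and 505, without CREB-WT replicate 2 they were 292 and 309, and without CREB-WT replicate 3 they were 444 and 352. Without CREB-KO replicate 1 the cluster counts were 1618 and 838.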

Values the study reported

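At its limits for fold and p-value the study reported 122 genes as upregulated and 111 as downregulated in Tregs lacking CREB. It put Ptpn13 at 1.97-fold, Rab4a at -1.51-fold and Id2 at 1.7-fold.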

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

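The covariate of the macrophage list and the fit without both arrays numbered 1 were chosen after the result was seen; all other alternatives were set before. Of 150 named genes besides Creb1, 57 were past the study thresholds, and 24 of these stayed past them under each of the 16 alternatives run for genes. Calls of named genes ended for 24 with the methods' t-test, 16 with the macrophage covariate, 18 without both arrays numbered 1 and 9 to 18 on leaving out 1 array; other named genes were newly past the thresholds, 0, 12, 9 and 5 to 13 in these settings. Pdcd1 went from 0.39 to 1.06 (unadjusted limma p 0.0035) without CREB-KO replicate 1 and to 1.24 (p 0.00097) without both arrays numbered 1, both past the thresholds, and lay at 0.032 to 0.56 without any other 1 array. Creb1, Il10, Il13, Crem, Nt5e, Ptpn13, Rab4a and Ccdc22 kept their direction and side of the thresholds in all of these, and 0 clusters passed an adjusted p of 0.05 in limma without any 1 array, where 3689 had an unadjusted p under 0.05 with all arrays and the methods' t-test passed 0. Where a result changed below, the cause was not tested, except that leaving out arrays or clusters leaves fewer values. Signal over background limits genes near the bottom of the range. List values are mean differences against all genes (log2).

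Whether the replicate numbers pair the arrays stays open. Deviations from the group means correlated at 0.218, 0.0175 and 0.0412 for numbers 1, 2 and 3, and at -0.192 to 0.177 between different numbers. CREB-KO replicates 1 and 3 correlated best with their own number and CREB-KO replicate 2 with CREB-WT replicate 3 (0.177), a hint from the data only. With a replicate block 368 genes were higher and 314 lower at the study thresholds, and 10 lists overlapped these genes by Fisher's exact test against 6 without it. Of the named genes 9 were newly past the study thresholds with the block, among them Id2 (0.69, limma p 0.0116), and 3 no longer.

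Counts at the study thresholds moved by over 1.5 times in these cases. The methods' t-test gave 642 clusters higher and 246 lower, 145 genes higher and 107 lower, and 2 lists by overlap. Clusters with 1 gene gave 279 higher and 207 lower. The macrophage covariate gave 813 clusters lower, 442 genes higher and 367 lower, and the fit without both arrays numbered 1 gave 847, 466 and 422. With arrays centred on their median 306 genes were lower. Camera passed 7 lists with a further quantile normalization, 7 with arrays centred on their median and 7 with only genes above the median mean. With an estimated correlation 0 passed, and with fry 0.

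With an estimated correlation and with fry, which leave the shifts as they are, the calls of these lists ended: -0.22 (resting or central Treg), 0.32 (Tfh), -0.31 (B cell), -0.30 (MHC class II presentation), -0.78 (macrophage and monocyte), -0.25 (dendritic cell), -0.20 (cell cycle), -0.14 (type I interferon-stimulated), -0.19 (lysosome), -0.16 (cholesterol biosynthesis) and -0.19 (replication-dependent histone). With ranks the calls ended for -0.30 (MHC class II presentation) and -0.16 (cholesterol biosynthesis). Calls ended with arrays centred on their median at -0.30 (MHC class II presentation), -0.14 (type I interferon-stimulated), -0.16 (cholesterol biosynthesis) and -0.19 (replication-dependent histone). After a further quantile normalization they ended at -0.29 (MHC class II presentation), -0.13 (type I interferon-stimulated), -0.14 (cholesterol biosynthesis) and -0.18 (replication-dependent histone), and the sign turned at 0.00016 (CREB/ATF and AP-1-like bZIP family). With only genes above the median mean they ended at -0.29 (MHC class II presentation), -0.12 (type I interferon-stimulated), -0.14 (cholesterol biosynthesis) and -0.17 (replication-dependent histone), and the sign turned at 0.050 (CREB/ATF and AP-1-like bZIP family), 0.025 (Th1) and 0.021 (circadian clock). With array weights the call ended at -0.16 (replication-dependent histone), and the sign turned at 0.028 (Ikzf2), 0.0082 (CREB/ATF and AP-1-like bZIP family), 0.0062 (effector or activated Treg) and 0.0023 (Th1).

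With the macrophage covariate, which removes most of the macrophage list's own shift by construction, calls ended at 0.13 (Tfh), -0.16 (MHC class II presentation), -0.030 (macrophage and monocyte) and -0.11 (dendritic cell). Lists newly passed at -0.30 (effector or activated Treg), -0.25 (IL-2 and STAT5 response) and -0.17 (IL-33 and NF-kB pathway) and, with the sign turned, at -0.22 (Treg core signature) and -0.14 (glycolysis); the sign turned without a pass at -0.12 (Pdcd1), -0.22 (Rln3), -0.014 (ST2+ tissue Treg), -0.044 (Th17), -0.019 (group 2 innate lymphoid cell), -0.011 (immediate-early and heat-shock), -0.087 (T cell receptor signalling), -0.040 (oxidative phosphorylation), -0.040 (unfolded protein and amino-acid stress response) and -0.022 (cytosolic ribosomal protein). Without both arrays numbered 1, calls ended at -0.13 (MHC class II presentation), -0.14 (lysosome), -0.052 (cholesterol biosynthesis) and -0.15 (replication-dependent histone), 1 list newly passed at 0.31 (ST2+ tissue Treg), and the sign turned at 0.062 (Ikzf2), 0.033 (CREB/ATF and AP-1-like bZIP family), 0.094 (effector or activated Treg), 0.0047 (Th1), -0.012 (conventional CD4 T cell), 0.020 (neutrophil and mast cell or basophil), -0.049 (erythroid and platelet), 0.025 (circadian clock) and -0.0046 (genes near Creb1).

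Leaving out 1 array at a time gave 969 to 1618 clusters higher and 517 to 838 lower, 276 to 446 genes higher and 226 to 505 lower at the study thresholds, 5 to 15 lists by camera and 0 to 9 by overlap. The highest gene and cluster counts came without CREB-KO replicate 1, and the fewest lists, 5 and 0, without CREB-KO replicate 3. Single results ranged over -0.18 to 0.21 (Ikzf2), -0.026 to 0.33 (Ctla4), -0.78 to 0.31 (Klrg1), -0.60 to 0.99 (Rln3), -0.043 to 0.058 (CREB/ATF and AP-1-like bZIP family), -0.088 to 0.063 (classical cAMP-response-element target), -0.088 to 0.23 (Treg core signature), 0.090 to 0.34 (ST2+ tissue Treg), -0.29 to -0.11 (resting or central Treg), -0.17 to 0.15 (effector or activated Treg), -0.061 to 0.042 (Th1), -0.046 to 0.13 (Th17), 0.14 to 0.47 (Tfh), -0.27 to -0.12 (CD8 T cell and NK cell), -0.47 to -0.11 (MHC class II presentation), -0.37 to -0.15 (dendritic cell), -0.082 to 0.0047 (neutrophil and mast cell or basophil), -0.038 to 0.050 (erythroid and platelet), -0.32 to 0.0011 (cell cycle), -0.0038 to 0.17 (immediate-early and heat-shock), -0.20 to -0.033 (type I interferon-stimulated), -0.29 to -0.10 (IL-2 and STAT5 response), -0.032 to 0.092 (T cell receptor signalling), -0.15 to -0.013 (IL-33 and NF-kB pathway), -0.26 to -0.13 (lysosome), -0.066 to 0.14 (oxidative phosphorylation), -0.089 to 0.13 (glycolysis), -0.31 to -0.021 (cholesterol biosynthesis), -0.022 to 0.099 (unfolded protein and amino-acid stress response), -0.094 to 0.037 (circadian clock), -0.0056 to 0.048 (cytosolic ribosomal protein) and -0.30 to 0.0075 (replication-dependent histone).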

Other observations

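The tests in this part that were chosen only after the result was seen were those of the genes beside Foxp3, of a single wrong label, and of carried-in cells. That of other splits was set before. The criteria for a strain segment and for bright clusters were set before these tests were run, but for patterns already seen. The strain-segment test leaves out Ppp1r3f, which was singled out after its values were seen.

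Beyond cytokines, the larger differences at the study thresholds included Gpr15, a receptor that guides T cells to the colon, which was 10.13 ± 0.48 (SD) on the CREB-KO and 8.84 ± 0.31 on the CREB-WT arrays, and Rmrp, a non-coding RNA, at 10.63 ± 0.64 and 8.92 ± 0.99. Cd24a was lower, at 5.44 ± 0.33 and 6.96 ± 0.74, and Laptm4b, a lysosomal membrane protein gene, was 5.72 ± 0.09 and 7.36 ± 0.81. None of these passed an adjusted p of 0.05 in limma (0.849 to 0.855).

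Ccdc22 and Ppp1r3f, the immediate neighbours of Foxp3, were lower on the arrays labelled CREB-KO, at differences of -3.79 and -0.61. A candidate explanation is the Cre allele itself, which sits in Foxp3. The 8 measured genes 2 to 5 places away had a median difference of 0.068. Ccnb3, Akap4, Cacna1f and Syp among them lay below the median gene level of 4.79 in both groups, where a decrease could hardly show. Clcn5, Usp27x, Prickle3 and Plp2 lay above it and differed by -0.072 to 0.10. How far a decrease reached is thus known only for the genes with signal. The CREB-KO mice carry the Cre allele and, per the paper's methods, the controls do not, so an effect of the allele and an effect of CREB loss cannot be told apart here, and a control with Cre and intact Creb1 was not analysed here. The same holds for every other difference between the groups, those in Il10 and Il13 included. A strain segment carried along with the locus stays open: 0.952% of the other 210 genes within 10 Mb of Foxp3 were past the study thresholds against 1.59% elsewhere (Fisher's exact p 0.777), and the 95% interval of the odds ratio, 0.0715 to 2.19, does not exclude a doubling. The gap of 3.03 between the groups in Ccdc22 says nothing on a single wrong label for these genes, since Ccdc22, unlike Creb1, was singled out for its separation.

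Creb1 was higher by 0.90 on the arrays labelled CREB-KO. The values argue against array scaling of bright clusters: 253 genes within 0.5 of Creb1's mean level had a median difference of 0.031, with quartiles of -0.11 and 0.16, and 100% of them lay below Creb1. They also argue against a single wrong label as its cause: without any 1 of the 6 arrays Creb1 was higher by 0.72 to 1.11 (unadjusted limma p 0.0035 to 0.034), with the lower bounds of the 95% intervals at 0.088 or above. Probes outside the deleted exons would not report the deletion, but by themselves they would give no rise either. They were not tested, since no probe-level values were used here. Exchanged group labels were not tested either, and the study's own RT-qPCR of Il10 and Il13, not analysed here, ran in the direction of the labels.

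By camera with a preset correlation the macrophage, B cell and MHC class II lists were lower on the arrays labelled CREB-KO, calls that ended with an estimated correlation (adjusted p = 0.828, 0.769 and 0.828), with 0 of 26 macrophage markers past the study thresholds and 1 MHC class II gene, Cd83, higher. Different amounts of carried-in antigen-presenting cells between arrays may account for the macrophage genes, whose mean pairwise correlation within groups was 0.414, above the highest of 1000 random lists (0.139); the Treg core list had 0.442, so this does not single out foreign cells, and the B cell list had 0.0243. The values argue against fewer macrophages in every CREB-KO sample than in every CREB-WT sample. CREB-KO replicate 1 lay above CREB-WT replicate 3 by a median of 1.37 over the list (quartiles 0.48 and 1.85). Between arrays of the same number CREB-KO lay lower each time: 0.67 against 1.02, -0.55 against 0.48 and -1.26 against -0.37. Since it is open whether the numbers pair the arrays, fewer macrophages in each CREB-KO sample than in its partner stay open. For B cells or MHC class II cells, fewer in every CREB-KO sample than in every CREB-WT sample stays open too. In 1 of 2 lists (B cell markers) all CREB-KO arrays lay below all CREB-WT arrays, by as little as 0.0034 against 0.0257. Of the 27 genes of the macrophage list 2 are in another list; Lyz2, an abundant macrophage gene, was 8.50 ± 1.16 (SD) and 9.86 ± 1.00, past the study thresholds without CREB-KO replicate 2 or CREB-WT replicate 2 (-1.87 and -1.93) but not over all arrays (-1.35), and the CD4+CD25+Nrp1+ sort should remove these cells. With the macrophage list as a covariate Il10 was higher by 2.18 and Il13 by 1.55.

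The 6 arrays can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. At the study thresholds the real split gave 1547 clusters, the highest other split 2448, and 4 of 10 splits gave as many. It gave 477 genes against at most 1151, with 3 splits as large, and 0 clusters at an adjusted p of 0.05 against at most 1, with 10 as large. It gave 11 lists by camera against at most 19, with 3 as large, and 6 lists by overlap against at most 11, with 2 as large. The split with the most genes set CREB-KO replicate 1, CREB-WT replicate 1 and CREB-WT replicate 2 against the rest. One of the 10 splits has to give the most, so whether the samples hold a structure other than genotype was not tested by this. The same 3 arrays lay highest on the first principal component (50.6, 69.4 and -1.59). Those 3 arrays had the highest levels of the macrophage and monocyte list (0.67, 1.02 and 0.48).

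At the study thresholds 275 genes were higher here. That is higher than the count quoted from the study above. At the same thresholds 202 genes were lower here. That is also higher than the count quoted from the study above. With the methods' t-test, which the study's general statistics section names, the counts were 145 and 107. Its array methods name no test for the p-value, so the counts need not be like for like. A larger count is not by itself more signal. In the simulation limma called 456 unchanged genes at these thresholds and the methods' t-test 241. Simulated genes varied independently of each other, while members of several lists moved together on the arrays. The simulated counts are thus not those to expect by chance on these arrays, where another split gave 1151 genes.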
